# Expression of Human NSAID Activated Gene 1 in Mice Leads to Altered Mammary Gland Differentiation and Impaired Lactation

**DOI:** 10.1371/journal.pone.0146518

**Published:** 2016-01-08

**Authors:** April K. Binder, Justin P. Kosak, Kyathanahalli S. Janhardhan, Glenda Moser, Thomas E. Eling, Kenneth S. Korach

## Abstract

Transgenic mice expressing human non-steroidal anti-inflammatory drug activated gene 1 (NAG-1) have less adipose tissue, improved insulin sensitivity, lower insulin levels and are resistant to dietary induced obesity. The hNAG-1 expressing mice are more metabolically active with a higher energy expenditure. This study investigates female reproduction in the hNAG-1 transgenic mice and finds the female mice are fertile but have reduced pup survival after birth. Examination of the mammary glands in these mice suggests that hNAG-1 expressing mice have altered mammary epithelial development during pregnancy, including reduced occupancy of the fat pad and increased apoptosis via TUNEL positive cells on lactation day 2. Pups nursing from hNAG-1 expressing dams have reduced milk spots compared to pups nursing from WT dams. When CD-1 pups were cross-fostered with hNAG-1 or WT dams; reduced milk volume was observed in pups nursing from hNAG-1 dams compared to pups nursing from WT dams in a lactation challenge study. Milk was isolated from WT and hNAG-1 dams, and the milk was found to have secreted NAG-1 protein (approximately 25 ng/mL) from hNAG-1 dams. The WT dams had no detectable hNAG-1 in the milk. A decrease in non-esterified free fatty acids in the milk of hNAG-1 dams was observed. Altered milk composition suggests that the pups were receiving inadequate nutrients during perinatal development. To examine this hypothesis serum was isolated from pups and clinical chemistry points were measured. Male and female pups nursing from hNAG-1 dams had reduced serum triglyceride concentrations. Microarray analysis revealed that genes involved in lipid metabolism are differentially expressed in hNAG-1 mammary glands. Furthermore, the expression of *Cidea*/CIDEA that has been shown to regulate milk lipid secretion in the mammary gland was reduced in hNAG-1 mammary glands. This study suggests that expression of hNAG-1 in mice leads to impaired lactation and reduces pup survival due to altered milk quality and quantity.

## Introduction

Normal female reproduction requires a coordinated effort between hormones and signaling molecules for proper mammary gland development and differentiation during pregnancy and lactation. Mammary gland development occurs during puberty when estrogen levels rise [1] and induces ductal elongation and branching [2, 3]. Further differentiation occurs during pregnancy [4, 5]. At parturition, progesterone levels decrease and prolactin stimulates milk synthesis and secretion [6–8]. The mammary gland responds to a variety of hormones and cell signaling ligands (reviewed in [9]) including members of the Transforming growth factor β (TGFβ) family [10, 11]. TGFβ superfamily members are important for normal reproductive function and successful pregnancy in female mice and are necessary for ovarian development and function [12–14]. TFGβ ligands also regulate mammary gland development, contribute to breast cancer malignancy (reviewed in [11]) and involution of the mammary gland [10]. Nonsteroidal anti-inflammatory drug (NSAID)-activated gene 1 (NAG1), also known as growth differentiation factor 15 (*Gdf15*) and macrophage inhibitory cytokine 1 (*Mic1*) is a member of the TGFβ superfamily [15, 16]. A transgenic mouse that ubiquitously expresses human NAG-1 (hNAG-1) [17] was generated to examine the biological activity of this protein *in vivo*. hNAG-1 mice are leaner than their wild-type (WT) littermates and have reduced white adipose tissue [17] even when maintained on a high-fat diet [18]. Xenografts of hNAG-1 expressing cells into obese C57BL/6 mice reduces adipose tissue with a concomitantly increased expression of several lipolytic and thermogenic genes in both white and brown adipose tissue [18], consistent with increased metabolic activity in hNAG-1 mice. NAG-1 has also been implicated as an appetite suppressor and body weight regulator in mice [19, 20] and cancer patients [21]. In addition to altered metabolism and body weight in hNAG-1 mice [18, 22], the animals have a decreased inflammatory response and are resistant to development of intestinal cancers in both a genetic and chemical induced model [17, 23].

Interestingly, in developing and maintaining hNAG-1 mice it was discovered empirically that hNAG-1 dams crossed to WT males yielded fewer pups at weaning than WT dams crossed with a hNAG-1 male. A decrease was observed in the number of pups weaned from female hNAG-1 expressing mice, while non-transgenic females crossed with males expressing hNAG-1 did not have a significant difference in pups produced [24]. Because in humans circulating levels of NAG-1 are increased in many diseases including cancer, obesity and it is also very high during pregnancy [25] it is important to confirm these preliminary results and then investigate how NAG-1 expression causes the reduction in pups. Herein, we evaluate the consequence of increased expression of hNAG-1 in transgenic mice on female fertility, mammary gland development and lactation, in an effort to better understand the reduced pup survival. Results demonstrate that expression of hNAG-1 reduces the number of pups that survive to weaning, potentially due to reduced lactational sustenance, evidenced by altered mammary gland morphology, the presence of hNAG-1 concentrations (~25ng/mL) in the milk, altered milk composition, smaller milk spots observed in pups and altered gene expression in the lactating mammary gland.

## Materials and Methods

### Animals

All animal procedures were performed under approval from the National Institute of Environmental Health Sciences Institutional Animal Care and Use Committee (Protocol # 06–30 and 01–30) or the Integrated Laboratory Systems Institutional Animal Care and Use Committee. Animals were maintained on a 12h light, 12h dark cycle and fed NIH-31 chow. Transgenic mice were generated to ubiquitously express human NAG-1, and two lines (1377 and 1398) were chosen due to strong expression of the transgene [17]. In addition to genotyping the animals, an ELISA was also performed as previously described to verify increased hNAG-1 in the serum of transgenic animals [23]. Herein, we focus on female hNAG-1 transgenic mice from line 1398, however in some studies animals from both lines were combined for the experiment due to low animal numbers as described in figure legends. Timed pregnant CD-1 foster dams and pups (NIEHS stock) were used to cross-foster as described in figure legends.

#### Fertility study

Our initial breeding studies indicated that hNAG-1 females had fewer pups at weaning than WT females, however it was unknown whether this was due to the number of pups born or survival of the pups. Using a standardized continuous breeding protocol [26], Female mice aged 6 weeks were paired with sexually mature males for the duration of four consecutive litters. This allows the observation of multiple litters in a dam and monitor when pup loss occurred and if the maternal instinct and/or pup survival increased with time. Cages were monitored daily for the presence of copulation plug, the number of litters and pups born. Pups were numbered with toe clippings and the presence of milk spots was qualitatively assessed daily on a scale from 1 to 3, where 1 corresponded to no milk spot and 3 corresponds to a full milk spot visible in the stomach. Pup weight was recorded on post-natal day (PND) 1, 7, 14 and 21 (weaning). Pups were euthanized at weaning (PND21). On PND2, after the fourth litter was born, dams were euthanized, cardiac blood was collected and serum was isolated and frozen at -70°C. Mammary glands (4) were weighed and either snap frozen (right gland, n = 8/group), fixed in 10% formalin (left gland, n = 4/group), or prepared for whole mount histological examination (left gland, n = 4/group) as previously reported [2].

#### Pup serum collection

On PND2, pups were removed from dams and CD-1 pups (n = 5) were cross-fostered with either a WT or hNAG-1 dam to normalize litter sizes and pup genotypes so that transgenic pups were not used. Pups were weighed every 3 days until weaning at PND21 where pups were euthanized and cardiac blood was collected and serum isolated and stored at -70°C until further analysis.

#### Lactation challenge

On PND1 all the pups were removed from dams and CD-1 pups from timed pregnant CD-1 dams (n = 8) were placed with either a WT or hNAG-1 dam to normalize the litter sizes and pup genotypes. The morning of PND2 or PND9 pups were separated from dams for 3 hours. Pups were weighed and then the dam was added back to the home cage and monitored. Once suckling had begun (evidenced by hunched posture with several pups attached) the dam was allowed to nurse for 30 minutes at which point the pups were sexed, weighed and returned to foster dam (PND2) or euthanized (PND9). Blood was collected and serum isolated from pups on PND9, serum was combined from 2 animals of the same sex and stored at -70°C until further analysis.

#### Milk collection

On PND1 pups were removed and CD-1 pups (n = 5) were placed with WT or hNAG-1 dams to normalize litter sizes. On PND2, milk was collected following a modified protocol similar to that reported by Fenton et al [27, 28]. Briefly, dams were separated from pups for 3 hours and then given oxytocin (2U/mL, IP injection) 10 minutes before manual manipulation of the nipples and milk was collected using a sterile pipette. Milk samples were stored at -70°C until further analysis. Dams and mouse pups were euthanized.

### Clinical Chemistry Analysis

Serum and milk samples were stored at -70°C until analyses were done. Total Triglycerides and Cholesterol kits were purchased from Beckman Coulter (Melvill, NY) and the non-esterified fatty acid (NEFA) kit was purchased from Sekisui Biagnostics (Exton, PA) according to manufacturer’s instructions. Samples were run in duplicate and analysis was performed using an Olympus AU400e (Beckman Coulter, Inc., Irving, TX).

### Histology

Formalin-fixed, paraffin-embedded mouse mammary glands (PND2 glands collected from fertility study) were sectioned and stained using standard H&E staining protocol. TUNEL (Terminal deoxynucleotidyl transferase dUTP nick end labeling) immunohistochemical analysis was done to detect apoptosis. Formalin -fixed, paraffin-embedded mouse mammary glands (PND2 glands collected from fertility study) were stained with ApopTag Plus Peroxidase *In Situ* Apoptosis Detection Kit (Cat# S7101, Millipore, Billerica, MA) using the manufacturer’s recommendations. Staining was visualized using 3-diaminobenzidine (DAB) chromagen (DakoCytomation, Carpenteria, CA) and counterstained with hematoxylin. The slides were dehydrated through graded ethanol, cleared in xylene, and coverslipped.

### Gene Expression and Protein Analysis

Mammary gland number 4 was collected from dams on PND2 after their 4^th^ litter and snap frozen from animals used in the fertility study. The glands were pulverized individually and RNA was isolated using TRIzol (Invitrogen, Carlsbad, CA) following the manufacturer’s instructions. RNA concentration and quality was determined by spectrophotometry and cDNA was reverse transcribed using the SuperScript First-Strand Synthesis System (Invitrogen, Carlsbad, CA). Primers used for *Cidea* were forward 5’-TGACATTCATGGGATTGCAGAC-3’ and reverse 5’-GGCCAGTTGTGATGACTAAGAC-3’ [29] and Cyclophilin B (officially *Ppib*) were forward 5′-CAAAGACACCAATGGCTCACAG-3′ and reverse 5′-CCACATCCATGCCCTCTAGAAC-3′ [30]. Data are shown as a ratio of *Cidea/cyclophilin B* as described previously [31]. Total protein homogenates were prepared using a fraction of the pulverized glands, and 10 ug of protein was used for Western blot analysis as previously described [30]. Briefly 10 μg protein was run on polyacrylamide SDS gel and transferred to a nitrocellulose membrane. Membranes were blocked in 5% nonfat milk in Tris-buffered saline containing 0.05% Tween (TBST) and then incubated overnight with anti-CIDEA antibody (#ab8402, Abcam, Cambrindge, MA) or anti-beta-actin antibody (#3700, Cell Signaling, Beverly, MA) diluted in 5% milk in TBST. Membranes were rinsed and incubated in horseradish peroxidase-conjugated secondary antibody (Cell Signaling, Beverly, MA). The membrane was then rinsed and antigen-antibody complexes were detected by Chemiluminescence using Pierce ECL Plus (Thermo Scientific, Rockford, IL) following manufactures protocol.

#### Microarray analysis

Mammary gland number 4 was collected from dams on lactation day 2 (L2) and RNA was isolated as described above in gene expression and protein analysis subsection. Gene expression analysis was performed in the NIEHS Microarray Core using Agilent Whole Mouse Genome 4x44 format oligo arrays (014868) following manufactures protocol. Five hundred ng RNA was Cy3-labeled cRNA from WT (n = 4) or hNAG-1 expressing (n = 5) expressing mice. The Cy3 labeled cRNAs were fragmented and hybridized for 17 hours in rotating hybridization oven, washed and scanned with an Agilent Scanner. Data was obtained using Agilent Feature Extraction software (v9.5) and data was analyzed using OmicSoft Array Studio software (v7.0). Differentially expressed probes were identified using ANOVA and a p-value of p<0.05 significant differences between transcripts in WT or hNAG-1 expressing mice. In addition, a fold change of 1.5 and signal intensity of at least 65 in 1 sample were used. Pathway analysis was performed using Ingenuity Pathway Analysis (IPA; Ingenuity Systems Inc, Redwood City, CA). All microarray data files are available from the GEO database (accession # GSE71125).

## Results

### Expression of hNAG-1 in female mice causes reduced pup survival and impaired lactation

Female transgenic mice expressing hNAG-1 were set up in a continuous breeding study to evaluate reduced fertility. Male hNAG-1 expressing mice do not have observable defects in fertility [24] and transmission of hNAG-1 gene through males shows no difference in pups. Female hNAG-1 expressing mice took slightly, albeit significantly, longer time to become pregnant compared to their WT littermates (Table 1). Examination of the estrous cycle in WT vs. hNAG-1 mice revealed that the hNAG-1 females have a slightly longer cycle than normal (WT 4.7±0.1 days vs. hNAG-1 5.4±0.3 days, p = 0.07). Transgenic animals are able to carry the pups to term, however the number of pups that survived to weaning age (PND21) was significantly lower in hNAG-1 mice compared to WT mice (Table 1), suggesting that hNAG-1 dams were not able to care for or sustain the nutritional needs of their pups as well as WT dams.

**Table 1:** Continuous breeding study of hNAG-1 transgenic females paired with proven male for 4 litters.

Genotype	Age at first mating (weeks)	Age at first pregnancy (weeks)	Pups Born (Ave/litter)	Pups Weaned (Ave/litter)	Relative Mammary Gland Weight (g)
WT (n = 8)	6.12 ± 0.05	7.14 ± 0.62	7.31 ± 0.66	3.56 ± 0.56	1.90±0.18
hNAG-1 (n = 8)	6.09 ± 0.05	8.27 ± 0.79*	6.19 ± 0.50	1.38 ± 0.40**	1.13±0.11 **

Data shown is average +/- SEM and statistics were analyzed by Mann-Whitney tests. P values are two sided for age at mating and first successful pregnancy and one sided for number of pups born and weaned compared to WT for each line.

* p<0.05

** p<0.01

Many pups were lost in the first few days after birth, and those that were able to survive longer than 72 hours typically survived to weaning. Pup survival to PND3 is reduced by 53% in hNAG-1 mice compared to WT mice (p<0.05) across 4 litters (Fig 1A). Qualitative analysis of milk spots was performed [1 = no spot, 2 = partial spot, 3 = full spot] and pups born to WT dams had an average milk spot score of 2.4 compared to 1.5 (p<0.05) for pups nursing from hNAG-1 dams (Fig 1B). The altered pup survival and smaller milk spots observed suggests that the expression of hNAG-1 in the mouse may affect mammary gland development, function and/or lactation.

**Fig 1:**
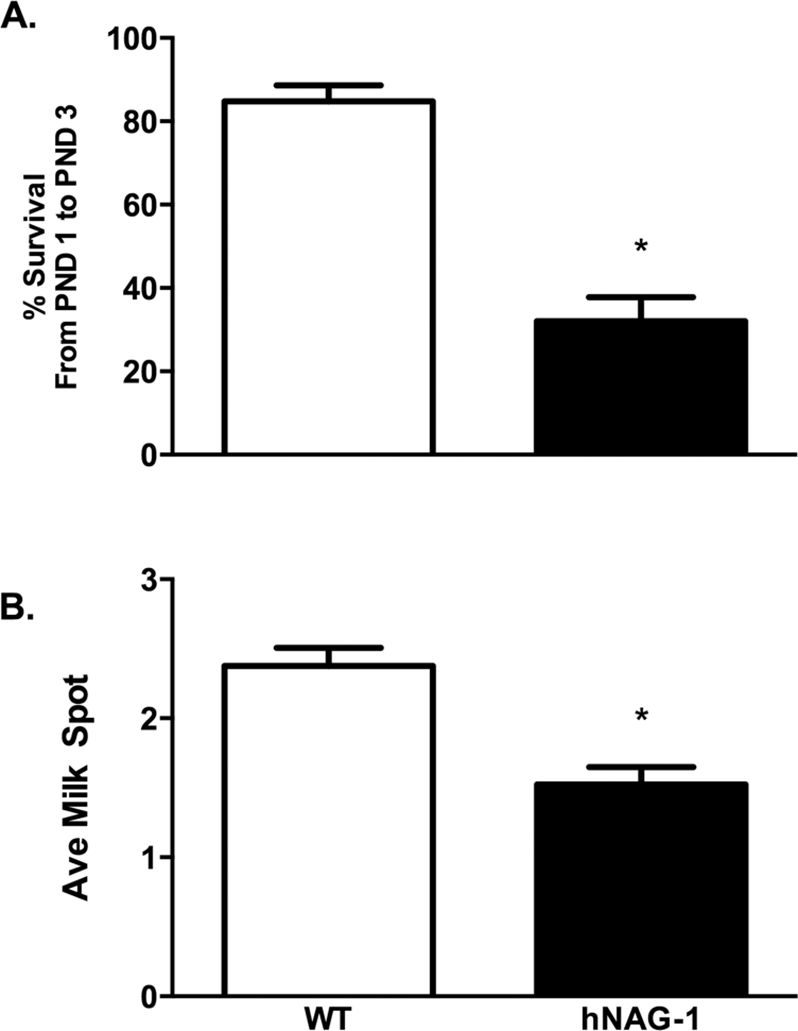
Reduced survival and milk spots early in lactation. A.) Percent pup survival to PND3 in pups born to WT and hNAG-1 dams. The data shown is average percent survival +/- SEM across 4 litters. B.) Qualitative analysis of milk spots scored on the day of birth through day PND2 and then averaged for each dam/litter. Data shown is average over 4 litters +/- SEM. Mann-Whitney statistical test was used to compare hNAG-1 transgenic dams to WT control. *, p<0.05.

### Mammary gland defects in hNAG-1 expressing mice

Whole mount analysis of the number 4 mammary glands demonstrate that ductal growth, elongation and branching is not altered in virgin glands (S1 Fig), although hNAG-1 virgin mammary glands are smaller even when corrected for body weight (5.7±0.9 mg/g (hNAG-1) compared to 7.9±1.4 mg/g (WT)). Whole mount analysis of the number 4 gland is not different in virgin adult mice (10–12 weeks), the glands have varied development in dams on lactation day 2 (L2). While some of the hNAG-1 females have glands that appear similar to WT females, several hNAG-1 glands appear to be immature or undergoing involution (S1 Fig). The glands with the immature morphology are the same dams that were unable to maintain pup survival during the fertility study. The average relative mammary gland weight from lactating dams is reduced in hNAG-1 mice compared to WT mice (Table 1).

Histological analysis of the mammary glands from lactation day 2, demonstrates that in the WT mammary gland acini and ducts occupy the majority of the fat pad, whereas in the hNAG-1 mammary gland only a small percentage of the fat pad is occupied by epithelium (Fig 2A–2D). Higher magnification demonstrates that in the WT mice (Fig 2B) plump cuboidal cells line the acini and the lumens contain clear lipid vacuoles. In the most affected hNAG-1 mice, the acini are lined by flat epithelium and associated with very minimal or no secretion in the lumen (Fig 2D). The morphology of the glands in the whole mount analysis suggests that some of the glands appear to be undergoing early involution, potentially due to increased apoptosis. TUNEL staining demonstrates that hNAG-1 expressing mice have increased TUNEL positive cells on L2 compared to WT mammary glands (Fig 2E–2G).

**Fig 2:**
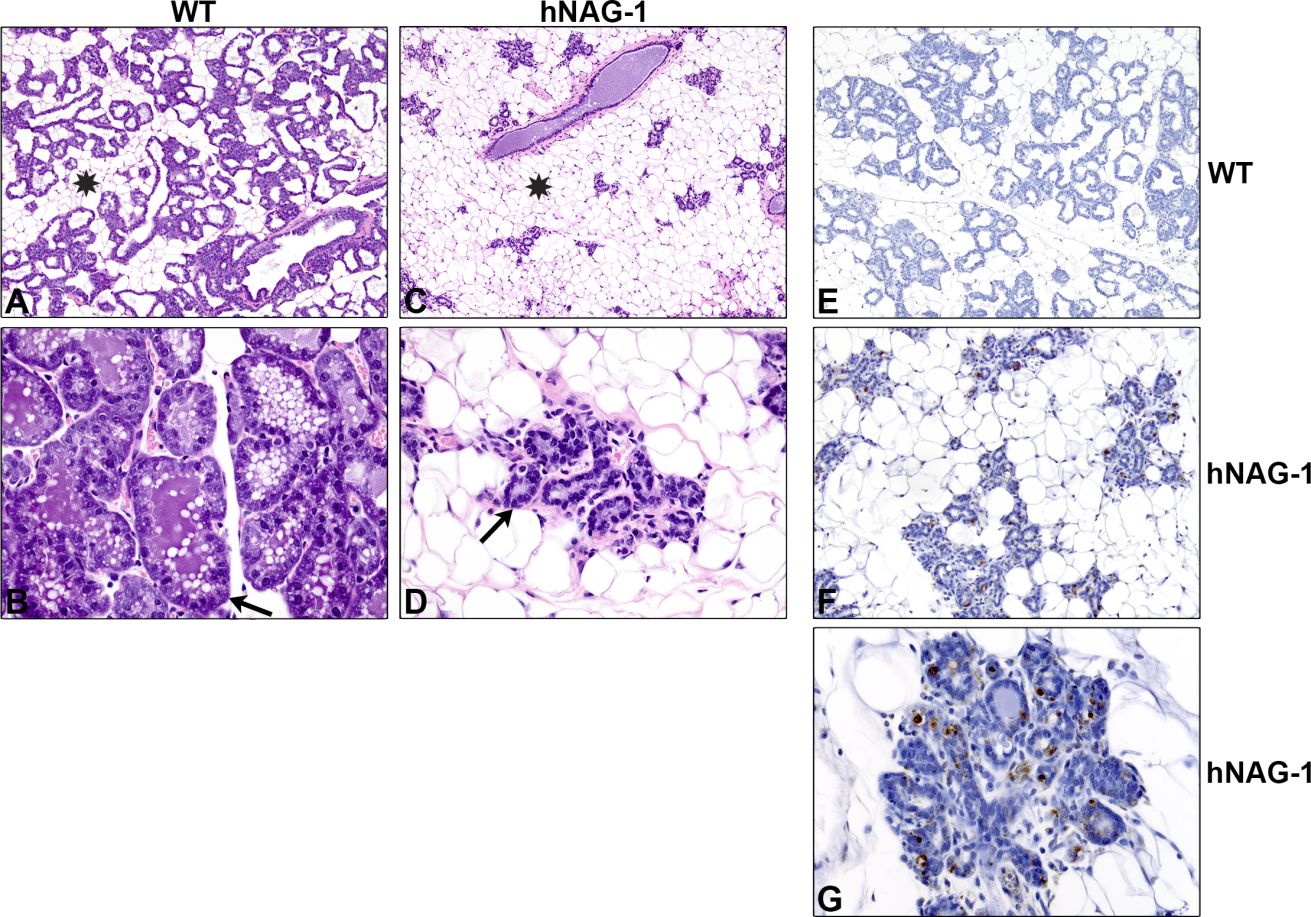
Histological examination of mammary glands from WT and hNAG-1 mice. Hematoxylin and eosin staining of WT and hNAG-1 mammary glands on L2 show that hNAG-1 (C&D) mice have reduced occupancy of the fat pad by mammary gland compared to WT (A&B) as denoted by the asterisk. Higher magnification shows that the acini in WT mammary glands (B) are lined with plump cuboidal cells while the hNAG-1 mammary glands (D) have low cuboidal cells and contain only small amount of secretion in their lumen (arrows). TUNEL staining (E-G) was done on L2 WT (E) and hNAG-1 (F&G) mammary glands. Representative images show DAB chromogen with hematoxylin counterstain.

The reduced milk spots on the pups nursing from hNAG-1 transgenic dams suggest that lactation may be altered in hNAG-1 dams compared to WT dams. To evaluate milk quantity, a lactation challenge was performed on L2. Briefly, 8 CD-1 pups were placed overnight with dams on lactation day 1 and then separated on L2 for 3 hours. CD-1 pups were used to eliminate the possibility that pups carrying the hNAG-1 transgene may confound the phenotype and to eliminate the thriftiness of the pups from affecting nursing ability. CD-1 pups were randomly assigned to either an hNAG-1 or WT dam. Following 30 minutes of nursing, the change in pup weight was used as a measure of milk volume. The weight change in pups nursing WT dams was 335±38 mg compared to 194±65 mg in hNAG-1 dams (p<0.05) (Fig 3A) demonstrating reduced milk volume in pups nursing from transgenic hNAG-1 expressing mice.

**Fig 3:**
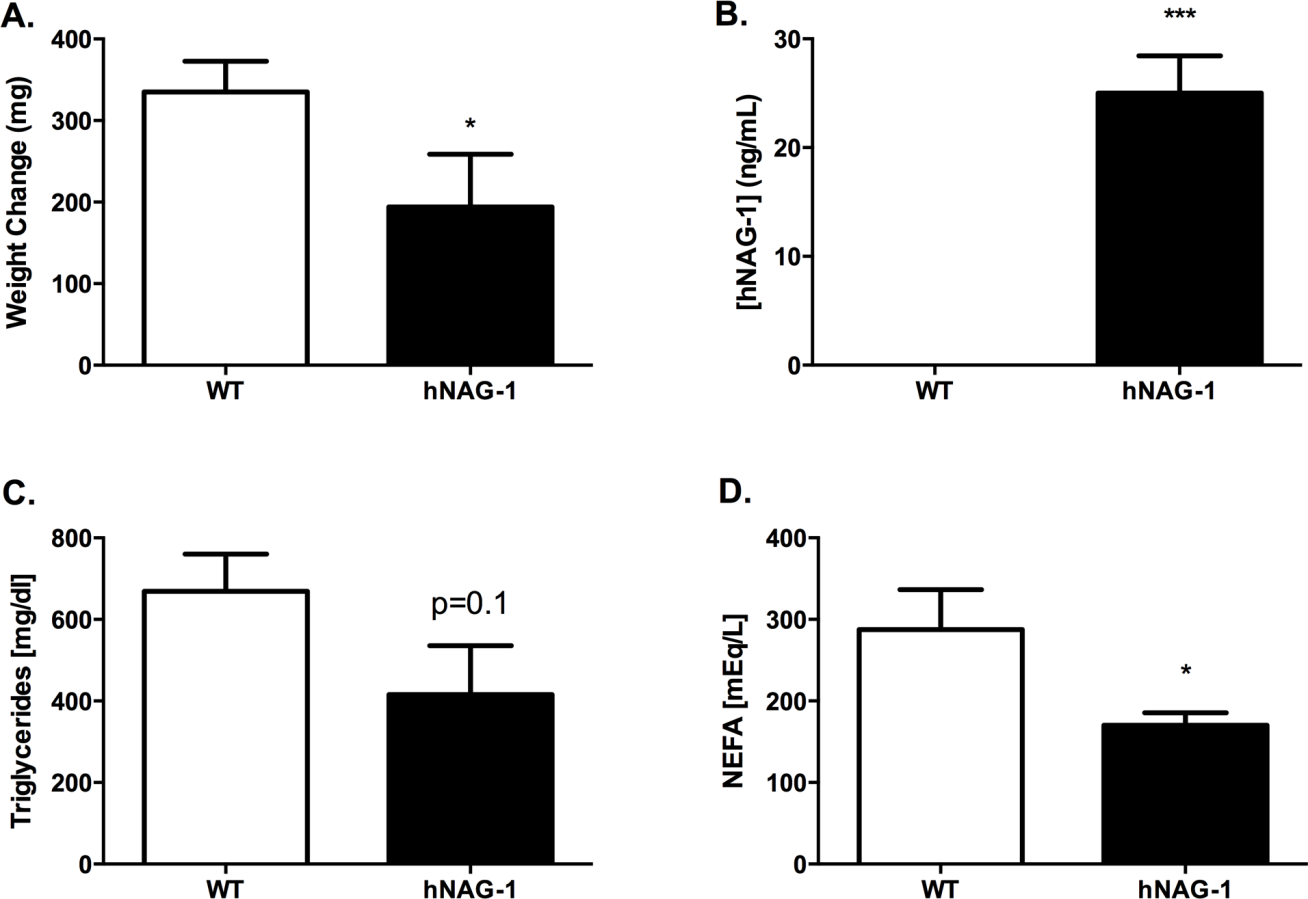
Reduced pup growth and altered milk composition in hNAG-1 dams. A.) On L2, Eight CD-1 pups were separated from their dam for 3 hours, weighed and placed back with the dam. Pups were allowed to nurse for 30 minutes and weighed again. Weight change due to increased milk intake was calculated. B-D.) Milk was isolated from WT (n = 4) and hNAG-1 (n = 6) mice on lactation day 2. ELISA to look at hNAG-1 concentrations present in milk (A), total triglycerides (B) or NEFA (C) in milk isolated from WT or hNAG-1 transgenic dams. Data shown is average +/- SEM. Mann-Whitney statistical test was used to compare hNAG-1 transgenic to WT dams. *, p<0.05 and ***, p<0.001.

### Alterations in pup growth and milk composition in hNAG-1 mice

Altered milk quantity and quality may both directly contribute to the reduced pup survival. To examine milk composition, milk was collected from WT and hNAG-1 dams on L2. Measureable hNAG-1 (approximately 25 ng/mL) was present in milk isolated from hNAG-1 dams while WT dams had undetectable levels (Fig 3B). Furthermore, there was a decrease in total triglycerides in the milk collected from hNAG-1 dams compared to WT dams (2,079±599 vs. 3,344±374 mg/dl, p = 0.1) although this difference was not statistically significant (Fig 3C). Milk secreted from hNAG-1 dams had significantly reduced non-esterified free fatty acids (NEFA) levels compared to WT dams (8,500±783 vs. 14,375±1994 mEq/L, p<0.05) (Fig 3D).

To evaluate whether pups are receiving proper nutrition while nursing, serum was collected from CD-1 pups cross-fostered with WT or hNAG-1 transgenic dams at PND9 (nursing diet) and PND21 (nursing and chow diet) and NEFA, cholesterol and triglyceride concentrations were measured. Total serum triglycerides are reduced in pups nursing from hNAG-1 dams, with reduction more significant in male pups than female pups. Female pups nursing from hNAG-1 dams had serum triglyceride 39 mg/dl lower than WT (101 vs. 140 mg/dl, p<0.05) (Fig 4A), while male pups had a reduction of 24 mg/dl (101 vs. 125 mg/dl, p<0.01) (Fig 4B). A reduction in triglyceride concentration was also observed in male pups at weaning age (PND21) from pups cross-fostered with hNAG-1 dams compared to WT dams. Female pups did not show a significant difference in triglyceride concentrations, possibly due to the deviation and small sample size (Fig 4C). Male pups with hNAG-1 dams had reduced serum triglyceride concentrations, with hNAG-1 dams 57 mg/dl lower than WT (124 vs. 181 mg/dl, p<0.05) (Fig 4D). Cholesterol concentrations (S2 Fig) and the concentrations of NEFA (S3 Fig) in pup serum from both lines of mice are similar to those in pups nursing from WT dams.

**Fig 4:**
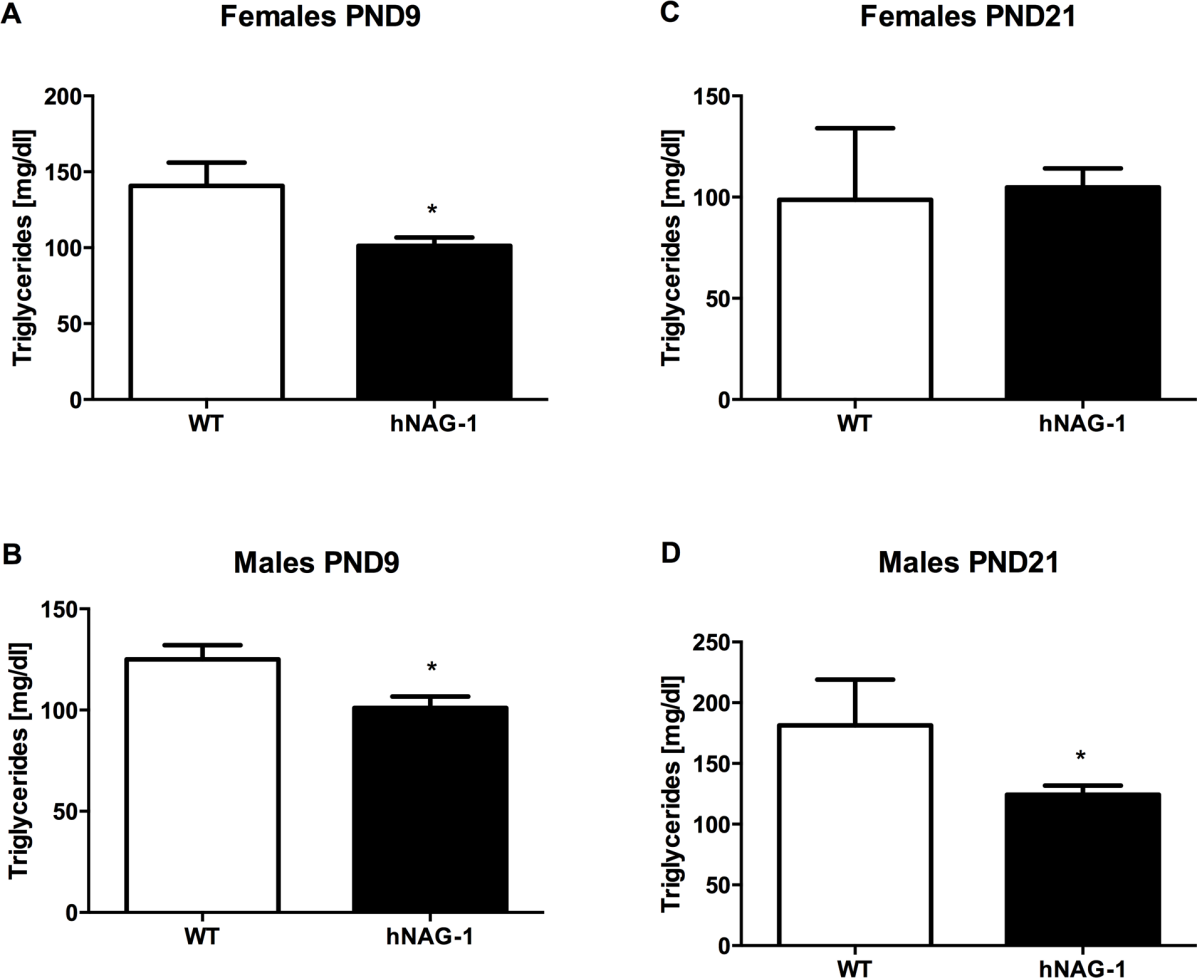
Pup serum shows reduced triglycerides during mid-lactation (PND9) and at weaning (PND21) from hNAG-1 dams compared to WT dams. CD-1 pups were cross-fostered with WT or hNAG-1 dams on PND2 so the pups are all WT CD-1 pups. Pup serum was examined for Triglycerides at PND 9 (A&B) or PND21 (C&D). Data shown is average +/- SEM. Mann-Whitney statistical test was done to compare each line to WT. *, p<0.05.

### Altered gene expression in mammary glands of hNAG-1 mice

A microarray analysis was performed to examine for differences of gene expression in the mammary gland tissue isolated from WT or hNAG-1 dams on L2. 

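RNA from mammary gland number 4 of 4 WT dams and 5 hNAG-1 dams on L2 was labeled with Cy3 and hybridized to 1-color Agilent whole mouse genome arrays, with 1 array for each mouse. The hNAG-1 dams express the human NAG-1 protein, also named GDF15, and the array also measures the mouse gene Gdf15. The authors deposited the scanner output of each array as written by Feature Extraction version 9.5.3.1. It gives a feature an intensity with its background subtracted, or a surrogate value where the software used one. Surrogate values made up 11% to 25.7% of the features of an array. The deposited intensities carry no scaling between arrays, and the paper's text names no normalization. Each array held 45018 features, 1639 of them controls, and the other 43379 features gave 41174 probes once the 245 probes printed more than once were averaged. The percentage of features well above background was 71.6 ± 3.1 (SD, n = 4) in WT and 65.5 ± 5.9 (SD, n = 5) in hNAG-1, and single arrays ranged from 59.8% to 76.1%. The 75th percentile of the deposited intensity lay between 533 and 1185, so each array was scaled to the same 75th percentile before log2 was taken. Genotypes were compared with the lmFit and eBayes functions of limma, two-sided, with 7 residual degrees of freedom. With 9 arrays, the smallest p of an exact permutation test of the genotypes is 0.00794, and the number of arrays limits the precision. The arrays lay on 3 slides. Slide 1 held WT 1, slide 2 held hNAG-1 1 to 4, and slide 3 held WT 2 to 4 with hNAG-1 5, so that only slide 3 carried both genotypes. Over the log2 values of an array, the median correlation across probes was 0.975 for 9 pairs of arrays of the same genotype and slide, and 0.984 for the 3 pairs of different genotype on slide 3. It was 0.974 for 7 pairs of the same genotype on different slides and 0.970 for the 17 pairs that differed in both. Probe coordinates are those of the array's design on mouse build mm7.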

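Principal components were computed from the 26765 probes well above background on every array of at least 1 genotype. The first component (PC1) held 41% of the variance and the second (PC2) 20.8%. Mean PC1 scores were -35.5 in WT and 28.4 in hNAG-1 (exact permutation test, two-sided p = 0.0794). The WT scores on PC1 lay between -52.8 and -21.8. The scores of hNAG-1 1 to 4 on slide 2 were 4.0, 94.0, 46.3 and 53.8, above every WT array, while hNAG-1 5 on slide 3 scored -55.9, below every WT array. PC2 did not separate the genotypes (exact permutation test, two-sided p = 0.611), and its lowest scores were -76.9 in WT 2 and -53.4 in hNAG-1 4.

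**Figure D1:**
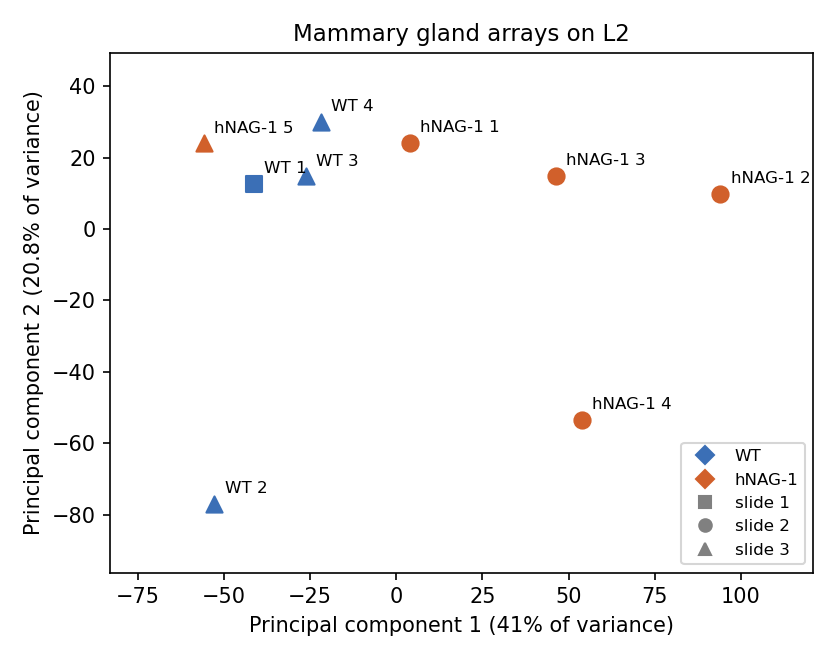
Scores of the 9 arrays on PC1 (41% of the variance) and PC2 (20.8%), 1 point per mouse, marked by genotype and slide. The 4 hNAG-1 arrays of slide 2 lie to the right of the WT arrays, and hNAG-1 5 lies at -55.9 on PC1.

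Over the same probes, genotype accounted for 19.6% of the variance (exact permutation test, two-sided p = 0.103). The 3 slides accounted for 42% of the variance, a share reached by 4 of the 315 ways to form groups of the same sizes (exact permutation test, p = 0.0127). Slide 2 against the other arrays gave 33.1%. Within slide 3, where 3 WT arrays and 1 hNAG-1 array can be compared, genotype gave 27.4% (exact permutation test, p = 0.5, where 0.25 is the smallest p that 4 splits allow). Genotype gave 7.22% with slide as a block. The alternative that raised the share most was leaving out hNAG-1 5, with 31.7% (exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). All hNAG-1 arrays are then on slide 2 and no WT array is, so this share cannot be told apart from that of the slide.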

PCA analysis of the data demonstrates that while there is some variability, the samples form two distinct groups based on genotypes. Initial analysis shows 2,386 probes are differentially expressed between WT and hNAG-1 mice, however setting a more stringent analysis using fold change cutoff of 1.5 and intensity signal of at least 65 in one sample reduced the number of probes to 289. Of these significant probes, 248 mapped to known genes by Ingenuity Pathway Analysis (IPA) and 41 were unmapped. 

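In the comparison of hNAG-1 with WT by limma, 2308 of 41174 probes had an unadjusted p under 0.05. Of these, 473 were higher and 1835 lower in hNAG-1, and 2059 probes are expected at this threshold by chance. After Benjamini-Hochberg adjustment over all probes, 1 probe was left. This was AK045879 (A_52_P915372), which fell by 2.16 on the log2 scale (standard error 0.18, adjusted p = 0.0241 from limma with Benjamini-Hochberg adjustment). It was named after its values were seen, was not well above background on any of 5 hNAG-1 arrays and was at least 1.26-fold lower there, the WT mean being set against the lowest intensities well above background. The unadjusted p, a fold change of at least 1.5 and a scaled intensity of at least 65 in 1 sample together left 926 probes, 129 higher and 797 lower in hNAG-1, of which 0 passed the adjusted p. In 108 of the 926 probes the genotypes did not overlap. Over all probes the genotypes did not overlap in 557, or 1.35%, where chance gives 1.59%. All 9 arrays were well above background for 468 of the 926 probes. The split into higher and lower depended on the scaling. Among probes with an unadjusted p under 0.05, 20.5% were higher in hNAG-1 here, 52.7% after normexp background correction, 58.0% after quantile normalization, 72.4% with each array scaled to its median and 2.85% without scaling. Limma's array weights moved the first count most, to 6270 probes, and normexp background correction moved the stringent count to 339. Without hNAG-1 5 the counts were 5924 and 2271 probes, but slide 2 then holds every hNAG-1 mouse and no WT mouse. The counts were 3134 and 755 probes with slide as a block, where the genotypes are compared within slide 3, and 90.8% of the 3134 were higher in hNAG-1. Of the 926 probes, 579 had the same direction with the block and 45 passed the same criteria in that direction.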

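The paper's largest changes are listed in its S2 Table, for increased expression, and its S3 Table, for decreased expression. All 20 probes of S2 Table were higher in hNAG-1 in the deposited data, with log2 fold changes between 0.92 and 2.23. The genotypes did not overlap for 8 of them. All 20 entries of S3 Table, which come from 19 probes, were lower, with log2 fold changes between -2.77 and -1.26, and the genotypes did not overlap for 4. The lowest adjusted p among either set was 0.661 (limma with Benjamini-Hochberg adjustment). Among probes that passed the stringent criteria here without overlap, the largest rise was that of Abpb (A_51_P395454), an androgen-binding protein gene on an unplaced part of chromosome 7. Its scaled intensity was 94.7 ± 67.6 (SD, n = 4) in WT and 442 ± 344 (SD, n = 5) in hNAG-1, a log2 fold change of 2.23 (standard error 0.66). Tekt1 (A_51_P328889; mm7 chromosome 11, 72426295 to 72426354) followed with 25.6 ± 10.6 (SD, n = 4) and 81.6 ± 27.5 (SD, n = 5), a log2 fold change of 1.70. Both Tekt1 and this Abpb probe had an exact permutation p of 0.00794, two-sided, the smallest that 4 mice against 5 allow. The other Abpb probe (A_52_P270501) rose by 1.57 on the log2 scale, but its genotypes overlapped (exact permutation test, two-sided p = 0.0794). Both probes of Mtus2 rose, by 1.69 and 1.52 on the log2 scale, and Apol9a (A_52_P803082) by 1.57. The 5 falls taken by the same rule have an uncertain order, since their hNAG-1 values lie near background. Among them was Bpifb2 (A_51_P455572; mm7 chromosome 2, 153635900 to 153635959), which the array lists as Bpil1. Its scaled intensity was 146 ± 74.1 (SD, n = 4) in WT and 22.1 ± 11.5 (SD, n = 5) in hNAG-1, a log2 fold change of -2.77 (standard error 0.45), and it was well above background on 2 of 5 hNAG-1 arrays. Of the other 4 falls, Olfr954 had a log2 fold change of -2.33 and was well above background on 1 hNAG-1 array. Dnai2, AK050605 and Sfrs15 were not well above background on any hNAG-1 array and were at least 1.45-fold, 1.22-fold and 1.99-fold lower. Olfr954 had a log2 fold change of -0.10 with slide as a block, while Bpifb2 had -2.22, Tekt1 1.99 and Abpb 2.11 (A_51_P395454).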

Interestingly, the top 20 genes that show either increased or decreased expression have not been reported previously to function in mammary gland development. Pathway analysis in IPA demonstrated that the top molecular and cellular functions include those involved in cellular signaling, lipid metabolism and small molecule biochemistry as listed in Table 2. 

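The functions themselves came from IPA, which was not run here. Of the genes in S1 Table, 13 were listed here as genes of lipid metabolism, measured by 14 probes. The study chose these genes on the same mice, so their values are no independent evidence. In hNAG-1, 11 of the 14 probes were higher and 3 lower, 10 passed the stringent criteria here, and the lowest adjusted p was 0.661 (limma with Benjamini-Hochberg adjustment). Apol9a had the highest log2 fold change, 1.57 (0.47 with slide as a block), and Lass4 the lowest, -1.30. Apoc3 (A_52_P574306; mm7 chromosome 9, 46191403 to 46191462) had a scaled intensity of 31.6 ± 17.6 (SD, n = 4) in WT and 66.9 ± 18.4 (SD, n = 5) in hNAG-1 with no overlap, a log2 fold change of 1.39 (standard error 0.57). Fdft1 (A_51_P485946), an enzyme of cholesterol synthesis, had 2185 ± 607 (SD, n = 4) and 3962 ± 1413 (SD, n = 5), a log2 fold change of 0.83 (standard error 0.30) that was 0.10 with the block. Pdk4 (A_51_P350453; mm7 chromosome 6, 5436327 to 5436386) had 3117 ± 926 (SD, n = 4) and 1568 ± 977 (SD, n = 5), a log2 fold change of -1.11 (standard error 0.38) that became 0.26 with the block. The other 13 probes kept their direction with the block, 10 of them with a smaller change, and 0 of the 14 had an unadjusted p under 0.05 there in limma. Over the 13 genes the mean score, in log2 units around the mean of all arrays, was -0.27 ± 0.25 (SD, n = 4) in WT and 0.22 ± 0.29 (SD, n = 5) in hNAG-1 (exact permutation test, two-sided p = 0.0159). The score took the brightest probe of each gene, which for 8 genes was not the probe of S1 Table and changed less in all 8. Among these, Sptlc2 had 0.04 against -0.84 and Lass4 -0.19 against -1.30.
A list of milk lipid genes and a list of cholesterol synthesis genes, written without these intensities, were tested with camera at its preset correlation, with Benjamini-Hochberg adjustment over 8 lists. The 26 genes of milk lipid synthesis and secretion had a median log2 fold change of 0.31 (adjusted p = 1.19e-06 from limma's camera), with 23 higher and 3 lower. The 23 genes of cholesterol synthesis, 3 of which are in S1 Table, had a median of 0.56 (adjusted p = 2.23e-09 from limma's camera), with 21 higher. Neither call held under fry (adjusted p = 0.38 for both) or under camera with an estimated correlation (adjusted p = 0.338 for both, limma). Among single genes, 2 of the milk lipid genes and 3 of the cholesterol genes had an unadjusted p under 0.05 in limma, 0 passed when adjusted over the list alone and 0 when adjusted over all probes. The largest rise in the first list was that of Dgat2, with a log2 fold change of 1.52 (standard error 0.74), the largest of its 3 falls was that of Acsl4, with -0.13, and the largest rise in the second was that of Lss, with 0.89. The mean scores of both lists overlapped between genotypes. The difference was 0.36 for milk lipid (exact permutation test, two-sided p = 0.198) and 0.49 for cholesterol synthesis (exact permutation test, two-sided p = 0.119), and 3 of 5 hNAG-1 mice lay above every WT mouse in each. The medians were 0.01 and 0.21 with slide as a block. Without WT 2 they were 0.04 and 0.27, and without hNAG-1 2 the cholesterol synthesis median was 0.35.

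**Figure D2:**
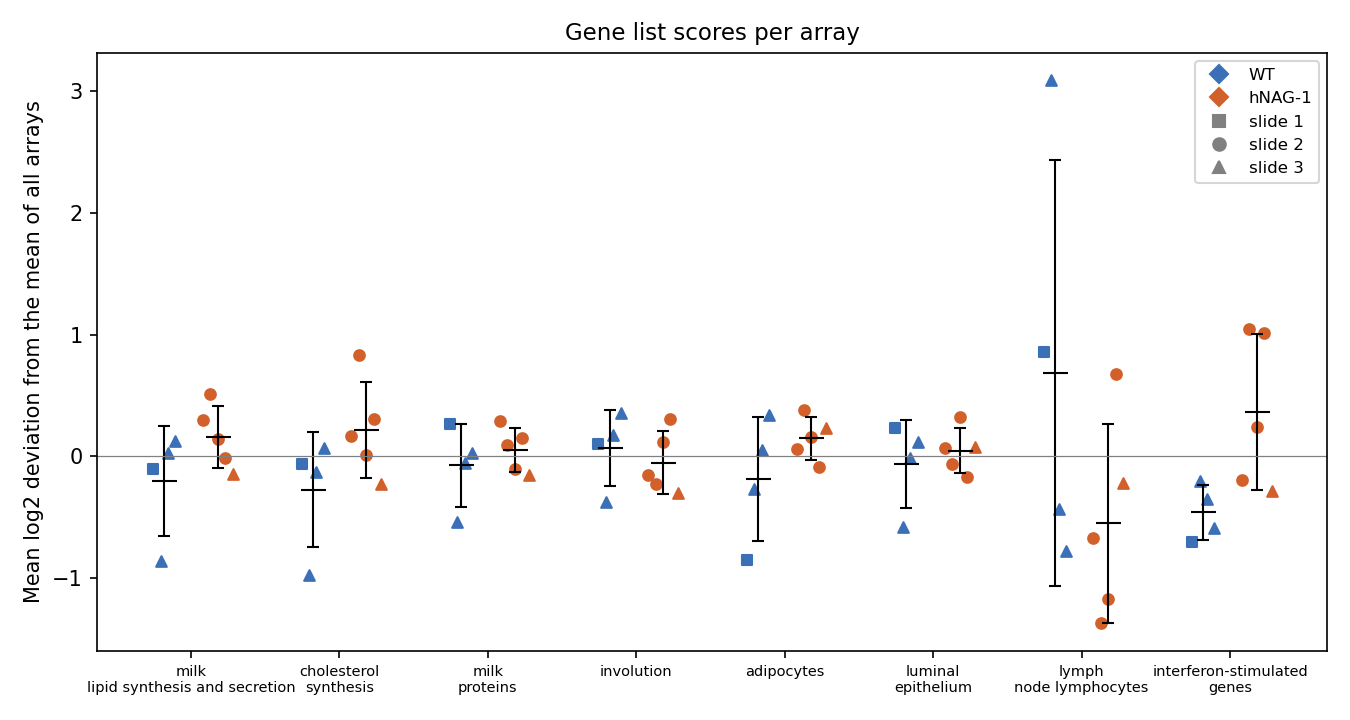
Mean log2 score of each gene list in each of the 9 mice, by genotype, with the mean and SD of 4 WT and 5 hNAG-1 mice. The genotypes overlap for the milk lipid list, with differences of the means of 0.36 there and 0.49 for cholesterol synthesis.

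The paper proposes that the altered expression of genes within these networks may contribute to the impaired lactation of hNAG-1 females.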

The altered expression of genes within these networks may contribute to the impaired lactation observed in hNAG-1 females.

**Table 2:** Top Molecular and Cellular Functions.

Molecular and Cellular Functions	p-value	# molecules
Cell Signaling	6.47E-07–2.48E-02	17
Lipid Metabolism	1.55E-04–2.48E-02	22
Molecular Transport	1.55E-04–2.31E-02	12
Small Molecule Biochemistry	1.55E-04–2.48E-02	36
Cellular Compromise	2.16E-04–2.48E-02	8

*Cidea*, a transcriptional co-activator of C/EBPβ in mammary glands, has been shown to regulate the secretion of milk lipids from mammary glands of mice. Pups born to dams lacking the co-activator *Cidea* have reduced pup survival to PND3 with impaired milk lipid concentrations observed in Cidea^-/-^ dams compared to Cidea^+/-^ dams [29]. Cidea^-/-^ mice are lean with reduced white adipose tissue and are resistant to obesity on a high fat diet for an extended time [32] similar to observations made in adult male and female hNAG-1 transgenic mice [18]. Cidea^-/-^ mice have similar lactation deficiencies [29] as observed in hNAG-1 expressing mice. From these results we propose the hypothesis that the expression of *Cidea* in the mammary gland will be lower in the NAG-1 mice than the WT mice. To obtain data in support this hypothesis, we measured *Cidea* expression in the mammary gland of hNAG-1 mice on L2. *Cidea*/CIDEA expression was measured by mRNA levels and CIDEA protein levels are reduced in the mammary gland tissue from hNAG-1 mice in both lines (Fig 5).

**Fig 5:**
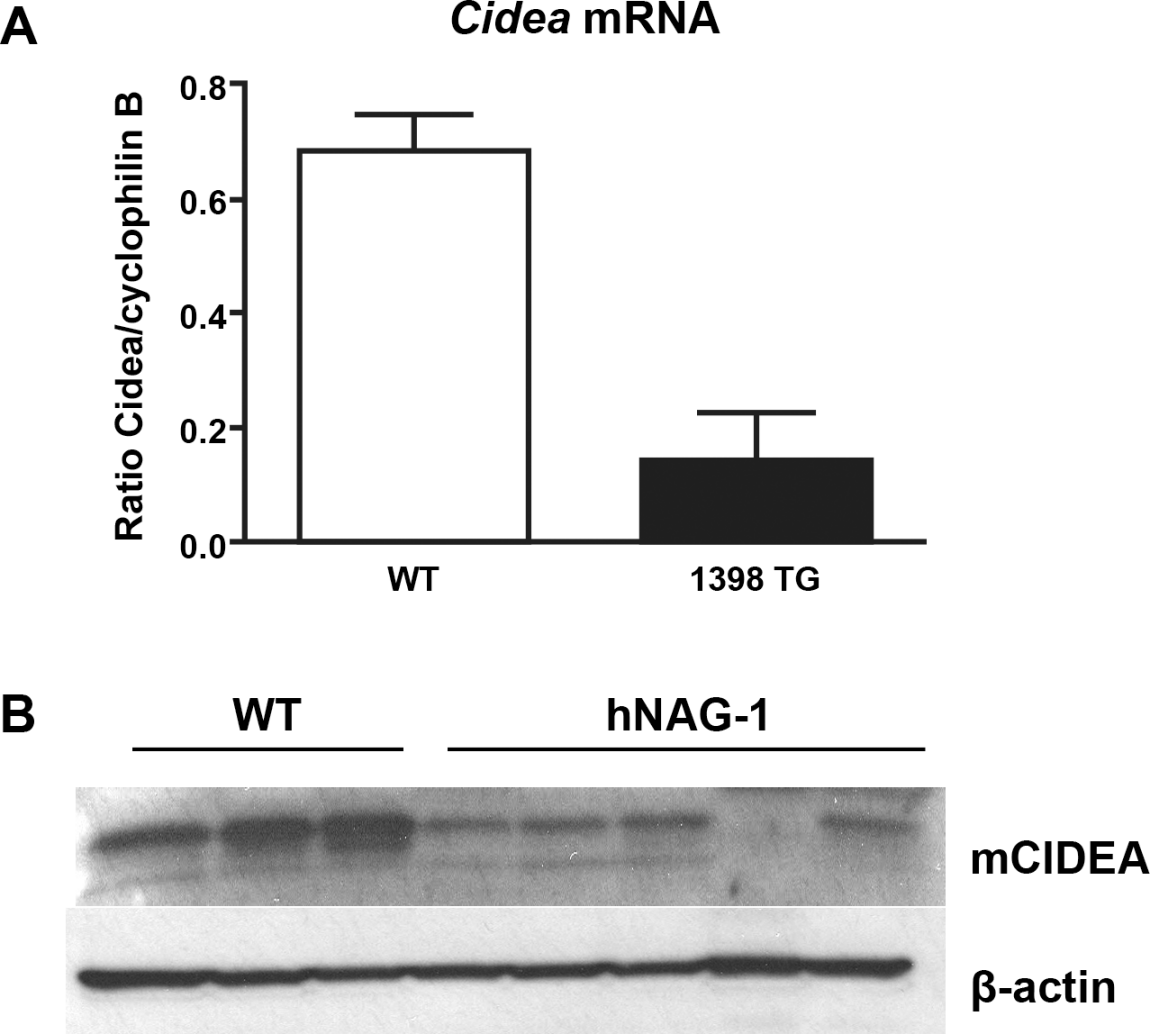
hNAG-1 mammary glands have reduced C*idea*/CIDEA expression. Mammary glands were isolated on L2 and RNA or protein was isolated from WT and hNAG-1 mice. A.) Quantitative real-time PCR was performed using primers specific for *Cidea* and data was normalized to cyclophilin B (*Pip1b*). Data shown is average +/- SEM. Mann-Whitney statistical test was used to compare each line to WT control. ***, p<0.001. B.) Whole cell lysates were run on a SDS polyacrylamide gel and then immunoblotted using antibodies specific for CIDEA and beta-actin, used as a loading control. Data shown are from independent animals, WT (n = 3) and hNAG-1 (n = 5).

The expression of hNAG-1 in female mice does not affect reproduction or fertility, but diminishes the amount and quality of secreted milk from the mammary gland and thus reduces pup survival. These effects in female hNAG-1 mice appears to be related to the changes in mammary gland, which may alter metabolic activity and suppress expression of *Cidea*/CIDEA, known to regulate the secretion of milk lipids [29].

## Discussion

The expression of hNAG-1 in mice has previously been shown to lead to reduced body weight, and white adipose tissue mass in animals on a high fat diet [17] and are resistant to obesity, presumably due, in part, to increased metabolic activity and energy expenditure [18]. In the current study, we demonstrate that hNAG-1 expression contributes to altered mammary gland morphology and function, leading to a reduction in milk quantity and quality. Milk spot analysis and lactation challenges show that hNAG-1 dams produce less milk than WT dams. Milk composition in hNAG-1 dams is also altered, including the presence of mature hNAG-1 protein and reduced NEFA concentrations in the secreted milk. These differences may contribute to lowered pup serum triglyceride levels and significantly reduced pup survival.

The mammary gland goes through multiple stages of development during pregnancy and lactation culminating with involution of the gland and return to its pre-pregnancy state [9]. Interestingly, TGFβ ligands can act to suppress lactation and regulate involution [10]. Previous studies have shown that NAG-1, a TGFβ superfamily member, can increase apoptosis in *in vivo* cultured ovarian cancer cells [33], and in our current study we show that mammary glands from hNAG-1 dams have increased TUNEL positive cells compared to WT mammary glands. The mammary glands from hNAG-1 dams also have reduced occupancy of the fat pads compared to WT dams, with flattened cells lining the acini and only a small amount of lipid secretion in the lumen (Fig 2). Pups born to hNAG-1 females have reduced survival to PND3 and reduced milk spots compared to those born to WT females (Fig 1) suggesting that hNAG-1 dams are not able to provide the nutritional support for their pups as well as WT dams, which is consistent with the morphological deficiencies seen in several hNAG-1 mammary glands. Importantly, the reduced survival was not due to the presence of the transgene in the pups as demonstrated by cross-foster pilot experiments and pup survival when the transgene comes from male hNAG-1 mice crossed with WT females.

The majority of pups lost to hNAG-1 mice occurred in the first 72 hours after birth, suggesting reduced thriftiness and fitness of pups born to hNAG-1 mice. Cross-fostering of CD-1 pups with hNAG-1 dams on L2 did not affect CD-1 pup survival, however these CD-1 pups are larger than those born to C57BL/6 females and were well fed immediately after birth by their CD-1 mother. Even though reduced pup survival was only present in C57BL/6 pups, reduced weight gain during early development was observed in both C57BL/6 pups and CD-1 pups nursing from hNAG-1 dams compared to those nursing from WT dams. Reduced milk accumulation was also observed in CD-1 pups cross-fostered with hNAG-1 dams (Fig 3A), even though the CD-1 pups were consistently attached and suckling suggesting that while pup aggressiveness or thriftiness may partially explain the phenotype, reduced secretion from the hNAG-1 dam glands is the most likely contributor.

Malnutrition in early life is a major public health concern in low income regions that contributes to increased mortality and disease states later in life [34]. In rats, malnutrition during lactation contributes to an altered metabolic state where the offspring developed diabetes and became insulin resistant [35, 36]. Mice lacking the PPARγ response element in the *Pck1* promoter had reduced milk triglycerides that led to altered metabolic function of offspring nursing from these dams later in life [37]. Growth and development of perinatal mice requires a large source of energy, which in the mouse is primarily obtained from triglycerides. While milk triglycerides were not significantly different between WT and hNAG-1 dams, there was a reduction of serum triglycerides in pups nursing from hNAG-1 dams. These findings are similar to that observed in hNAG-1 adult mice [18], which have reduced serum triglyceride levels while FFA levels remain unchanged. This reduction could also be due to the reduced milk consumption observed in pups nursing from hNAG-1 dams. There are several knockout mouse models that show reduced milk triglyceride levels, including mice lacking the transcriptional co-activator *Cidea* [29], glycerolipid acyltransferase 6 (*Agpat6*) [38] or Diacylglycerol acyltransferase 1 (*Dgat1*) [39]. The pups born to dams from these knockout mouse models have reduced survival and or weight gain during early development, which suggests overlapping pathways or function. In addition to reduced milk triglyceride concentrations, these mice also have reduced body weights compared to their WT littermates similar to hNAG-1 adult mice. Transgenic mice overexpressing human lipoprotein lipase in the mammary gland also show reduced milk triglyceride levels, which contribute to a growth delay and reduced serum triglyceride levels in the pups fed transgenic milk [40].

Cidea^-/-^ mice have reduced lipids in their milk compared to Cidea^+/-^ mice and contribute to the reduced pup survival observed in these mice [29]. Cholesterol levels were slightly reduced on PND10, while FFA levels in the pups serum remained unchanged in the pups nursing from the hLPL transgenic mice [40], similar to findings in the hNAG-1 fed pups. C*idea*/CIDEA expression levels were also reduced (Fig 5) in the hNAG-1 mammary gland suggesting that hNAG-1 may indirectly regulate *Cidea* expression. While the microarray analysis did not show differences in *Cidea* expression, there were several genes implicated in lipid metabolism that are differentially expressed between WT and hNAG-1 mammary glands. 

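Cidea was measured by 1 probe (A_51_P199168; mm7 chromosome 18, 67759992 to 67760051). Its scaled intensity was 499500 ± 140000 (SD, n = 4) in WT and 510200 ± 84300 (SD, n = 5) in hNAG-1. The log2 fold change was 0.07 with a standard error of 0.24 (adjusted p = 0.935 from limma with Benjamini-Hochberg adjustment), and the genotypes overlapped (exact permutation test, two-sided p = 0.817). The probe ranked 11 by mean intensity over the array and was saturated on 0 arrays. The 30 brightest probes varied less between arrays than the probes that follow the first 200 down to rank 1000, with a median SD of the deposited log2 intensity of 0.12 against 0.30, and Cidea had 0.16. The direction for Cidea was not stable, with a log2 fold change of -0.16 without WT 2, -0.03 with slide as a block and 0.28 with median scaling.
Gdf15, the mouse gene, was measured by the probe A_52_P532982 (mm7 chromosome 8, 69084712 to 69084771). Its scaled intensity was 144 ± 50.0 (SD, n = 4) in WT and 76.6 ± 22.0 (SD, n = 5) in hNAG-1, a log2 fold change of -0.89 (standard error 0.30, adjusted p = 0.661 from limma with Benjamini-Hochberg adjustment; exact permutation test, two-sided p = 0.0397), with 3 of 5 hNAG-1 mice below every WT mouse.

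**Figure D3:**
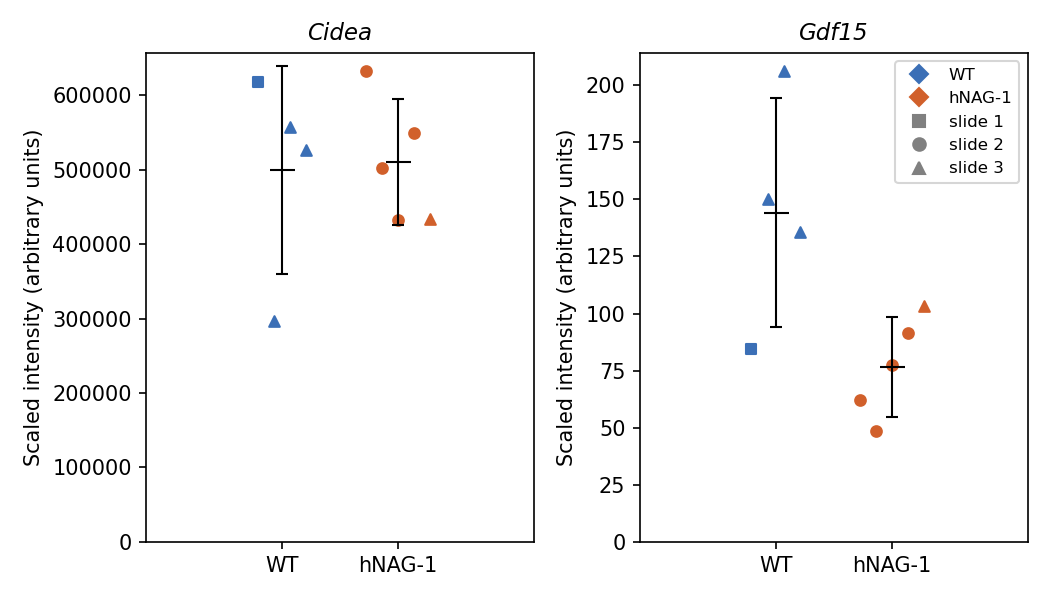
Scaled intensity of the Cidea and Gdf15 probes in each of the 9 mice, by genotype. The genotypes overlap for Cidea, whose log2 fold change is 0.07, and 3 of 5 hNAG-1 mice lie below every WT mouse for Gdf15.

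Among other genes of lipid metabolism and its regulation that the paper names, Pparg (A_51_P106799) was 3009 ± 522 (SD, n = 4) in WT and 4020 ± 367 (SD, n = 5) in hNAG-1 with no overlap (exact permutation test, two-sided p = 0.00794), a log2 fold change of 0.43 (standard error 0.16). Pck1 (A_51_P250217) had a log2 fold change of -1.01 (standard error 0.39; exact permutation test, two-sided p = 0.0714). The probes of Cebpb gave 0.73 and 0.40, those of Dgat1 0.40 and 0.37, and those of Lpl 0.30 and 0.37. None of these genes passed an adjusted p of 0.05 in limma. The 3 probes of Agpat6 disagreed, with log2 fold changes of 0.32, 0.24 and -0.03. Their values with slide as a block were -0.74, -0.76 and -0.63, and those of Lpl were -0.01 and -0.10. With the block the probes of Cebpb gave 0.10 and 0.15, and those of Dgat1 0.36 and 0.35. Pparg had 0.33 and Pck1 -0.32 there. Ppib, the reference gene of the paper's PCR, had log2 fold changes of 0.08 and 0.06 by its 2 probes. These became -0.06 and -0.08 without scaling, and 0.29 and 0.28 with slide as a block.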

Lipid synthesis is important in the mammary gland to provide proper milk composition, and altered expression of these genes may contribute to reduced nutrition of suckling pups.

The overall lipid profile of milk from hNAG-1 mice was not different from WT littermates, yet a relatively high level of hNAG-1 was present in the milk from transgenic dams (~25 ng/mL, Fig 5A). The circulating level of hNAG-1 in adult transgenic mice is approximately 50 ng/mL [17], demonstrating that the pups are ingesting a high concentration of hNAG-1, especially when corrected for size. Secreted hNAG-1 was not observed in the serum isolated from nursing pups, suggesting that the pups metabolized the hNAG-1. Adult hNAG-1 mice have reduced white adipose tissue and are resistant to obesity, show reduced inflammatory responses and increased insulin sensitivity, presumably due to increased thermogenesis and metabolic activity [17, 18, 22, 23] in the presence of circulating hNAG-1. Furthermore, this altered nutritional state during the important perinatal development period in pups may contribute to altered metabolic properties in adulthood, which remains to be studied.

In our current study, expression of hNAG-1 protein in female mice causes altered reproductive capacity, by causing reduced pup growth and survival. The mammary glands of hNAG-1 dams showed altered morphology and produce reduced quantities of milk, even when pups are actively suckling. The milk secreted from hNAG-1 dams has relatively high (~25ng/mL) hNAG-1 protein as well as reduced NEFA concentrations. The presence of hNAG-1 in the mammary gland impaired lactation, contributing to altered perinatal development and lower pup survival. While our study found hNAG-1 concentrations in the milk of hNAG-1 mice, whether this secreted protein is present in human milk remains unknown. Based on our experimental findings related to the impaired lactation observed, it remains to be determine if increased NAG-1 expression is associated with clinical lactational problems in some post-delivery patients or nurturing of the newborn. Current studies suggest the use of NSAIDs are safe while breast-feeding [41], and one study suggests that milk banks could accept donor milk if ibuprofen was taken by the donor [42]. In cells in culture, *in vitro*, some NSAIDs can induce expression of NAG-1, however the data confirming that NSAID increase circulating level *in vivo* in human or experimental animals is not inclusive [25]. Future studies to examine if use of NSAIDs increases circulating NAG-1 levels in the serum and secreted milk of lactating women would be informative. In addition investigation into how NAG-1 alters the expression of *Cidea* the co-activator of C/EBPβ, may provide clues into how NAG-1 alters metabolism.

## Supporting Information

S1 Fig Whole mount analysis of Mammary Gland Development. Virgin glands from WT (A) and hNAG-1 (B) mice appear similar in ductal growth, elongation and branching. Mammary gland differentiation at two magnifications is shown for WT (C&D) and hNAG-1 (E-H) dams on lactation day 2. Glands pictured are representative of lactating dams from both WT or hNAG-1 dams. Some hNAG-1 dams had normal mammary gland development (E&F) while others appeared underdeveloped (G&H).
(TIFF) Click here for additional data file.

S2 Fig Altered cholesterol concentrations in females pup serum during lactation. CD-1 pups were cross-fostered with WT or hNAG-1 dams on PND2 so the pups are all WT CD-1 pups. Pup serum was examined for cholesterol concentrations at PND9 (A&B) or PND21 (C&D). Data shown is average +/- SEM. Mann-Whitney statistical test was done to compare each line to WT control. *, p<0.05; **, p<0.01.
(TIFF) Click here for additional data file.

S3 Fig Non-esterified Fatty Acid concentrations are unaltered in pups nursing from WT or hNAG-1 dams. CD-1 pups were cross-fostered with WT or hNAG-1 dams on PND2 so the pups are all WT CD-1 pups. Pup serum was examined for NEFA concentrations at PND9 (A&B) or PND21 (C&D). Data shown is average +/- SEM.
(TIFF) Click here for additional data file.

S1 Table Genes differentially expressed in hNAG-1 mammary gland. (XLSX) Click here for additional data file.

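S1 Table gives the fold change and p-value of hNAG-1 against WT for the probes that the paper lists as differentially expressed. It has 289 entries from 288 probes, 2 of them with a reported p above 0.05, with 130 higher and 159 lower as the paper reports them, and 247 carry a gene symbol. In the deposited data all 288 probes had the direction that S1 Table gives, and 225 of them were among the 926 stringent probes found here. Of the probes that the paper lists as higher, 99 of 130 had an unadjusted p under 0.05 in limma and 69 passed the stringent criteria, against 157 and 156 of the 158 probes listed as lower. The log2 fold changes correlated with those of S1 Table across probes (Pearson r = 0.992), where probes are not independent replicates, and lay lower by a median of 0.18 on the log2 scale. With median scaling the median difference was 0.04. It was 0 with quantile normalization and the methods' test, chosen after seeing the values, where 287 of 288 fold changes lay within 5% of those in S1 Table (Pearson r = 0.9998). The probes were selected on these same mice, so the direction is no independent test. The direction of S1 Table was found for 240 of 288 probes with slide as a block. For hNAG-1 5 against WT 2 to 4 on slide 3, it was 129 of 130 probes listed as higher and 111 of 158 listed as lower.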

S2 Table Genes with increased expression in hNAG-1 mammary gland. (XLSX) Click here for additional data file.

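S2 Table lists the 20 largest increases. Of its probes, 19 passed the stringent criteria here. The exception was Rcan1 (A_51_P182116), with a log2 fold change of 0.92 (standard error 0.48; exact permutation test, two-sided p = 0.0714) and well above background on 3 of 4 WT arrays. With slide as a block all 20 had the same direction, and the size changed for some. Rcan1 had 2.75 on the log2 scale, whereas Irf7 (A_51_P421876) went from 1.31 to 0.04 and Oas3 (A_52_P516296) from 1.88 to 0.42. H2-Q10 (A_51_P230267; mm7 chromosome 17, 33574366 to 33574425) held at 1.89 and 1.81. Isg15 (A_52_P463936; mm7 chromosome 17, 44534906 to 44534965) had a scaled intensity of 993 ± 130 (SD, n = 4) in WT and 2771 ± 1507 (SD, n = 5) in hNAG-1 with no overlap (exact permutation test, two-sided p = 0.0159), and its log2 fold change of 1.32 was 0.28 with the block. Ifi44 (A_52_P550858) did not overlap either, with a log2 fold change of 1.14. The Oas3 probe of S2 Table was well above background on 1 of 4 WT arrays, and the brightest Oas3 probe had a log2 fold change of -0.31 (standard error 0.37), so the probes of this gene disagreed. Spink5 (A_52_P311725) was 86.8 ± 23.0 (SD, n = 4) in WT and 478 ± 622 (SD, n = 5) in hNAG-1, a spread larger than its mean.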

S3 Table Genes with decreased expression in hNAG-1 mammary gland. (XLSX) Click here for additional data file.

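S3 Table lists the 20 largest decreases, in which Lta appears 2 times from the same probe. All 20 entries passed the stringent criteria here. With slide as a block 11 of the 20 kept their direction. Defb1 (A_51_P231103; mm7 chromosome 8, 20577467 to 20577526), a defensin gene, had a scaled intensity of 2125 ± 1797 (SD, n = 4) in WT and 452 ± 176 (SD, n = 5) in hNAG-1 with no overlap (exact permutation test, two-sided p = 0.00794). Its log2 fold change was -1.99 (standard error 0.57), and -2.19 with the block. Ms4a4b (A_52_P306949) was 1505 ± 479 (SD, n = 4) and 631 ± 200 (SD, n = 5) with no overlap (exact permutation test, two-sided p = 0.0159), and its log2 fold change of -1.26 was -0.86 with the block. Ptchd1 (A_51_P375771) had -1.44 and -0.55. Lta (A_51_P351015) had a log2 fold change of -1.85 (standard error 0.77; exact permutation test, two-sided p = 0.0794) that was 0.06 with the block, and Smug1 (A_52_P900452) had -2.55 and -0.01. Smug1, Bpifb2, Cpn1, Ccdc147, Pcdh11x, B4galt5 and Olfr987 were well above background on 2 of 5 hNAG-1 arrays, so their size is uncertain on the hNAG-1 side.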

How the deposited data were processed for this re-analysis (not part of the article)

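RNA of mammary gland number 4 on lactation day 2 was measured in 4 WT and 5 hNAG-1 dams, with 1 array per mouse. The authors deposited the scanner output of 9 1-color Agilent arrays, written by Feature Extraction version 9.5.3.1, as intensity per feature without scaling between arrays. An intensity was the signal after background subtraction, or a surrogate value where the software used one. The values of the deposited series table equaled these intensities, with a largest difference of 0. The paper's methods name an ANOVA in OmicSoft Array Studio with a p threshold of 0.05, a fold change of 1.5 and an intensity of 65, and its text names no normalization. Everything after the deposited intensity was computed here.

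Control features were left out, replicate features of a probe were averaged, and each array was scaled to its 75th percentile before log2. This left 41174 probes. Genotypes were compared with limma version 3.58.1 in R version 4.3.3 by lmFit and eBayes, two-sided, without covariates, and p-values were adjusted by Benjamini-Hochberg over all probes. Exact permutation tests ran over all splits of the arrays into 4 and 5. Depth does not apply to arrays. Instead, 26765 probes were well above background on every array of at least 1 genotype, and the number of arrays limits the precision. The lowest scaled intensity well above background on an array ranged from 12.1 to 31.7, and a probe not well above background on any array of a genotype was given as a bound against those values.

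The scripts were tested on simulated data with 41174 probes and 4 against 5 arrays, of which 200 probes were changed. Of probes changed 1.5-fold, 74.5% were called at an unadjusted p under 0.05 and 0% after adjustment. The shares were 87.5% and 20.5% for a 2-fold change, and 96.5% and 82% for a 4-fold change. Of unchanged probes, 5.16%, 5.01% and 5.1% were called without adjustment. Simulated probes varied independently of one another and without a slide effect, and the changed probes were drawn from those well above background. Over 100 divisions of the real arrays into 4 and 5, probes with an unadjusted p under 0.05 in limma numbered 397 to 5688. The simulated shares therefore test the scripts and do not give the power of this experiment.

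Samples were mapped by their labels and the paper. The genes named follow a rule set before the data were examined: every gene the paper's text names that the array measures, the genes of S2 Table and S3 Table, the lipid genes of S1 Table, list members with an adjusted p under 0.05 or the largest change of their list, and the 5 largest rises and 5 largest falls among stringent probes whose genotypes do not overlap. Gene names are those of S1 Table for its probes and otherwise those of the array's design. A RefSeq table of assembly GRCm38.p6 was used for names only. It held the accession of 22951 of 41174 probes. Of 145 entries in 8 gene lists, 144 were matched to a probe, 10 of them by accession, and Lif was not matched. The milk lipid list holds 1 gene under an old and a current name and was counted once. Where a gene had several probes, the one with the highest mean was used in the lists. The matching of list genes to probes was corrected after first list values had been seen, so that every probe of a gene was considered as this rule states and a gene listed under 2 names counted once.

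The lists covered milk lipid synthesis and secretion, cholesterol synthesis, milk proteins, involution, adipocytes, luminal epithelium, lymph node lymphocytes and interferon-stimulated genes, and were tested with camera at its preset correlation. The interferon list was drawn up with S1 Table at hand, and 12 of its 21 genes are in that table. The alternatives set before the data were examined were normexp background correction with an offset of 50, quantile normalization, median scaling, no scaling, a floor of 20, outlier flags left out, a filter on dim probes, replicate spots kept apart, an intensity threshold on unscaled values, a fold change of 2, the methods' test, eBayes with trend and robust estimation, array weights, slide as a fixed or random block, slide 3 alone, each mouse left out in turn, a replicate block, fry, camera with an estimated correlation, and the mean over a gene's probes. Quantile normalization with the methods' test, the same with a genotype mean of at least 65, and the share of variance of the slides under other scalings were added after the values were seen. For 1 list, the value of 1 gene that the rule would name is not reported here. IPA was not used here, and the PCR and protein measurements of Cidea were not analysed here.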

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

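In this part, the division of the lymphocyte list into B and T cell genes and the test without WT 2 were chosen after the results were seen. An array stood out where its gap to the nearest other array of its genotype exceeded the 95% critical value of Dixon's test. This happened in 3 of the 56 groups tested, where chance gives about 1 in 20.

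On the second principal component WT 2 scored -76.86, far from the other 3 WT arrays. The genes of lymphocytes on a list written before the data were examined moved together. Within genotypes 93.1% of the list's variance lay on 1 component, against a median of 49.2% and a highest value of 89.9% in 10000 random lists of 18 genes. B cell and T cell genes had mean scores of 3.05 and 2.65 in WT 2, and Cd79b was 55.0 and Ltb 38.1 times the median of the other 8 arrays, at 19320 and 33320 in scaled intensity. A candidate explanation is lymph node tissue in the gland of WT 2. Cr2, Cd4 and Cd3e, at 1.10, 1.19 and 1.66 times that median, did not share the rise, and their probes are among the dimmest of the list. No biological explanation was tested, since WT 2 has the same condition as the other WT mice.

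hNAG-1 4 scored -53.38 on the second component, far from the other 4 hNAG-1 arrays. Its lymphocyte scores, 0.55 for B cell and 0.41 for T cell genes, were the highest of the 4 arrays of slide 2. Those scores lay below 0.83 and 0.75 in WT 1, which did not stand out on this component, so the list leaves the score of hNAG-1 4 open. Its share of features well above background, 59.8%, was close to the 60.3% of hNAG-1 2, which did not stand out.

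The log2 scaled intensity of Agpat6 by probe A_51_P335716 was 11.15 in hNAG-1 5, far below the other 4 hNAG-1 mice. Those 4 lay above every WT mouse and hNAG-1 5 lay below every WT mouse. The other 4 hNAG-1 mice shared slide 2 with no WT mouse beside them, so slide and genotype cannot be told apart for their higher values. hNAG-1 5 was on slide 3, and its low value stays open. It lay below WT 2 to 4 of its own slide by a log2 fold change of -0.76, the value with slide as a block. A difference between mice within the genotype was not tested.

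The interferon-stimulated genes, which the paper does not discuss, had a median log2 fold change of 0.94 over 21 genes (adjusted p = 1.08e-15 from limma's camera with Benjamini-Hochberg adjustment), with 20 of 21 higher in hNAG-1. The call did not hold under fry (adjusted p = 0.354) or an estimated correlation (adjusted p = 0.338, both limma). Over all alternatives, the adjusted p ran from 2.26e-25 to 0.801. Of the 21 genes, 12 are in S1 Table and were picked by the study on these mice. In single genes 12 had an unadjusted p under 0.05, 0 passed when adjusted over the list alone and 0 over all probes. The mean score was -0.46 ± 0.22 (SD, n = 4) in WT and 0.37 ± 0.64 (SD, n = 5) in hNAG-1 (exact permutation test, two-sided p = 0.0476), and 4 of 5 hNAG-1 mice lay above every WT mouse. hNAG-1 2 and hNAG-1 4 had the highest scores. Without them the difference of 0.82 became 0.38, above the WT SD, so whether a few mice carry it cannot be told apart from a difference of the genotype with 5 mice. The slide also stays open, since the list's median was 0.04 with slide as a block. An interferon response of hNAG-1 dams is a hypothesis that these arrays leave untested.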

How the results depend on the processing

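Quantile normalization with the methods' test, with or without the genotype mean, and the slides' share under other scalings were chosen after seeing the data. Unless a cause is named, the cause was not tested.

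Probes with an unadjusted p under 0.05 numbered 2308 and became 1058 with normexp, 3687 with median scaling, 6270 with array weights, 1475 with slide as a random block and 3723 on slide 3 alone. With single mice left out they ranged from 1163 without hNAG-1 2 to 5924 without hNAG-1 5. Probes past the adjusted p numbered 1. The count was 0 with normexp, quantile normalization, median scaling, no scaling, the methods' test, trend and robust estimation, array weights, slide 3 alone and both added settings, 138 with slide as a fixed block, and 0 to 215 with single mice left out, the 215 without hNAG-1 5. The stringent probes numbered 926 and became 339 with normexp, 581 with quantile normalization, 585 with a floor of 20, 437 with a fold change of 2, 501 with the methods' test, 2475 with array weights, 570 with the random block, 372 with quantile normalization and the methods' test, and 287 with the genotype mean besides. They ranged from 406 without hNAG-1 2 to 2271 without hNAG-1 5. The floor, the larger fold change and the genotype mean only remove probes or shrink changes by their construction.

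The share of higher probes among those with an unadjusted p under 0.05 was 20.5%, and 52.7%, 58.0%, 72.4% and 2.85% with normexp, quantile normalization, median scaling and no scaling. Median scaling moved the median gene from -0.03 to 0.18 on the log2 scale, and no scaling to -0.18. With slide as a fixed block the share was 90.8%.

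The samples share replicate numbers only. The deviations of WT and hNAG-1 arrays of the same number correlated at 0.28, -0.20, -0.14 and -0.31, so the numbers do not pair the mice. With a replicate block the counts were 5448, 0 and 2572 probes, and Agpat6 (A_52_P24986) was 0.14.

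The genotype share of variance was 19.6%, with a range of 15.8% to 31.7% when single mice were left out. It passed the exact permutation test's threshold only without hNAG-1 5, in the alternatives run. Slide 2 then holds every hNAG-1 mouse and no WT mouse, so genotype and slide cannot be told apart there. The slide share of variance, 42%, fell to 30.42% with normexp and no longer passed. The direction of the S1 Table probes held for 288 of 288 in all alternatives but the filter on dim probes, where 287 of 287 remained, and the 2 slide settings, where 240 of 288 did.

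Cidea had a log2 fold change of 0.07, which became -0.08 without scaling, -0.07 with array weights and -0.03 both with slide as a fixed block and on slide 3 alone, and -0.16 to 0.19 with single mice left out. Gdf15 stayed negative, from -1.13 to -0.48, in all alternatives, with adjusted p between 0.155 and 0.991 (limma).

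With slide as a fixed block the list medians were 0.01 for milk lipid, 0.21 for cholesterol synthesis, 0.01 for milk proteins, 0.23 for adipocytes and 0.04 for interferon-stimulated genes, none of them past the threshold, and -0.16 for involution, now past it (adjusted p = 0.00551, limma's camera; 0.00268 to 0.957 over its alternatives). On slide 3 alone they were 0.01, 0.21, 0.01, 0.16, 0.04 and -0.16. The lymphocyte list stayed past it in both, with medians of -0.92 and -0.91 (adjusted p = 0.00551 and 0.0141, limma's camera; 1.03e-08 to 0.38 over its alternatives). Under fry and under an estimated correlation, which leave the medians of 0.31, 0.56, 0.06, 0.28, -1.32 and 0.94 as they are, milk lipid, cholesterol synthesis, milk proteins, adipocytes, lymphocytes and interferon-stimulated genes lost their calls. Milk proteins also lost it with normexp (0.05), quantile normalization (0.01), median scaling (0.27) and the changed filter (0.06), and reversed without scaling (-0.09). Involution reversed with median scaling (0.11), and luminal epithelium without scaling (-0.02). With single mice left out, the medians ranged from -0.10 to 0.21 for milk proteins, -0.24 to 0.09 for involution, 0.05 to 0.43 for adipocytes, -0.03 to 0.21 for luminal epithelium and -1.87 to -0.45 for lymphocytes, the last without WT 2.

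Besides Cidea and Gdf15, 38 named probes were followed through the alternatives. Of these 38, 6 reversed with slide as a fixed block and on slide 3 alone, with the same values in both. These were Agpat6 (-0.74 and -0.76), Lpl (-0.01 and -0.10), Pdk4 (0.26) and Lta (0.06). Outside the 38, Ccdc147 (0.09), B4galt5 (0.48) and Olfr987 (0.02) of S3 Table also reversed with the fixed block. In that setting 11 of the 20 entries of S3 Table kept their direction. Agpat6 (A_52_P24986) reversed with median scaling (0.19) and ranged from -0.22 to 0.14 with single mice left out. The probes of Ppib were -0.06 and -0.08 without scaling, and 1 of them ranged from -0.04 to 0.21. Without hNAG-1 5, Oas3 (A_52_P516296) log2 fold change 2.20, Smug1 (A_52_P900452) log2 fold change -3.14 and Bpifb2 (A_51_P455572) log2 fold change -2.97 passed an adjusted p of 0.05 in limma. Genotype and slide 2 cannot be told apart in that setting.

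The deposited table of the series holds the same intensities as the scanner files, so it was run as the setting without scaling. Scan time divided the arrays as slide did, and a separate scan block was not run. Signal over background limits the dim probes: 468 of the 926 stringent probes were well above background on all arrays, and 87 were lower in hNAG-1 and not well above background on any hNAG-1 array of slide 2.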

Differences from the paper's values

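The stringent criteria left 926 probes here, where the paper reports 289. Of the alternatives set before the data were examined, normexp background correction (339 probes) and leaving out hNAG-1 2 (406 probes) came within 1.5 times of the paper's count, and the others did not, with counts from 437 for a fold change of 2 to 2572 for the replicate block. Quantile normalization with the methods' test gave 372 probes, and 287 when the mean of 1 genotype also had to reach 65, both chosen after seeing the values. With quantile normalization and the methods' test, 287 of the 288 probes of S1 Table had a fold change within 5% of the paper's, and 66 did in the main setting. Of the 926 probes, 280 were shared with the 372.

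Of the stringent probes, 797 were lower in hNAG-1 here, and 159 are lower in the paper's S1 Table. Of the alternatives set before the data were examined, normexp background correction (203 probes) and slide as a fixed block (135 probes) came within 1.5 times of the paper's count, and the others did not. Quantile normalization with the methods' test (206 probes) did so too, as did the same with the genotype mean (155 probes), both chosen after seeing the values.

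For Agpat5 (A_51_P361286) the log2 fold change was 0.35 here, and the paper's fold change in S1 Table corresponds to 0.59. Of the alternatives set before the data were examined, quantile normalization (0.59), median scaling (0.56), slide as a fixed block and slide 3 alone (0.42 each) and leaving out WT 3 (0.43) or hNAG-1 3 (0.41) came within the spread of the paper's value, and the others, from 0.20 to 0.36, did not. Both settings with quantile normalization and the methods' test, chosen after seeing the values, gave 0.59.

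The paper lists Rcan1 in S2 Table, and it did not pass the stringent criteria here, with a log2 fold change of 0.92. Among the settings in which its p was computed, it had an unadjusted p under 0.05 with quantile normalization, median scaling and slide as a fixed block, where its log2 fold change was 1.40, 1.14 and 2.75. Of the 288 probes of S1 Table, 225 passed the stringent criteria in the main setting, 253 with median scaling and 286 with quantile normalization, both set before the data were examined, and 284 with quantile normalization and the methods' test, with or without the genotype mean, chosen after seeing the values. Leaving out hNAG-1 1 or hNAG-1 5 gave 230 and 229, and the remaining settings gave 225 or fewer. The paper states that the samples form groups by genotype in the principal components. Here hNAG-1 5 scored -55.9 on the first component, within the WT side, and the genotypes overlapped on each of the 5 components examined.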

Other observations

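In this part, the tests of the scaling of the arrays and of the lymphocyte list without WT 2 were chosen after the results were seen.

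Other divisions of the 9 mice into 4 and 5 often gave as many probes as the genotypes did. Of 100 such divisions drawn at random, the real one included, 27 gave as many probes with an unadjusted p under 0.05, 20 as many stringent probes and 8 as many probes past the adjusted p, so chance cannot be excluded for any of the 3 counts. The median over the divisions was 1432 probes at an unadjusted p under 0.05, and the highest 5688. The division of slide 2 against the other 5 arrays, which differs from the genotypes by hNAG-1 5 alone, gave 7175, 3152 and 1265 probes for the unadjusted, stringent and adjusted counts, and slide 3 against the other 5 arrays gave 5633, 2217 and 112. A slide batch is a candidate explanation for part of the difference between genotypes. With slide as a block, 3134 probes had an unadjusted p under 0.05 in a comparison that rests on hNAG-1 5 as the only hNAG-1 mouse beside WT mice of its slide. A difference between the genotypes stays open, as hNAG-1 1 to 4 are on 1 slide with no WT mouse. The count for slide 2 would be large under a genotype difference that hNAG-1 5 lacks as well.

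hNAG-1 5 lay nearer the WT mean than the hNAG-1 mean, with root mean square distances of 0.416 and 0.723 on the log2 scale. hNAG-1 1 did so narrowly, with 0.454 and 0.456. If hNAG-1 5 carried the same change as the other hNAG-1 mice, its difference from WT 2 to 4 on slide 3 would follow the difference of hNAG-1 1 to 4 from WT 1. The correlation across probes was -0.27, the lowest of the 4 arrays of slide 3, for which WT 2, WT 3 and WT 4 gave -0.10, 0.21 and 0.25. With 4 arrays to choose from the smallest p is 0.25, and WT 1 is 1 mouse, so a mislabelled sample, a slide effect on the other hNAG-1 mice and variation between mice cannot be told apart. Without hNAG-1 5, 215 probes passed the adjusted p in limma.

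Cidea differed little between genotypes on the array, with a log2 fold change of 0.07. Its probe ranked 11 by brightness. The median SD of the 30 brightest probes was 0.39 times that of the probes that follow the first 200 down to rank 1000, so compression near the scanner's ceiling may hide a difference in Cidea, although the probe was not called saturated on any array. The paper reports reduced Cidea RNA by PCR and reduced CIDEA protein by immunoblot in Fig 5, in both lines. Neither was analysed here. From the array alone, absence of a change in the tissue stays open as well.

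More probes were lower than higher in hNAG-1 among those with an unadjusted p under 0.05. The share of higher probes was 20.5% in the main setting and 72.39% with median scaling. Another scaling shifts all probes of an array alike, so the change of the share follows from the shift and does not show which scaling is right. The scaling of the arrays and a true excess of lower transcripts cannot be told apart by this test. The percentage of features well above background also differed, 71.6 in WT and 65.5 in hNAG-1. Surrogate values made up 15.4%, 25.1%, 21% and 25.7% of features on hNAG-1 1 to 4. They made up 11% on hNAG-1 5 and 11.1% to 16.3% on the WT arrays. A loss of many transcripts in hNAG-1 stays open and was not tested.

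The lymphocyte list had a median log2 fold change of -1.32 with 18 of 18 genes lower in hNAG-1 (adjusted p = 2.30e-05 from limma's camera with Benjamini-Hochberg adjustment; 1.03e-08 to 0.38 over the alternatives). S1 Table lists lymphocyte genes outside this list among its decreases, and whether lymph node tissue accounts for those was not tested gene by gene. The list here holds 0 genes of S1 Table. The mean scores were 0.69 ± 1.75 (SD, n = 4) in WT and -0.55 ± 0.82 (SD, n = 5) in hNAG-1 (exact permutation test, two-sided p = 0.198), and 2 of 5 hNAG-1 mice lay below every WT mouse. Without WT 2 the difference of -1.24 became -0.44, so 1 WT mouse may carry most of it. The median was -0.92 with slide as a fixed block and -0.91 on slide 3 alone (adjusted p = 0.00551 and 0.0141, limma's camera). Both compare hNAG-1 5 with WT mice that include WT 2, and the score of hNAG-1 5, -0.22, lay above the -0.43 of WT 3 and the -0.78 of WT 4. In single genes 2 had an unadjusted p under 0.05, 0 passed when adjusted over the list alone and 0 over all probes. The largest fall was that of Ccr7 (-1.95, standard error 1.11). The amount of lymph node tissue in each gland is a candidate explanation, with 93.1% of the list's variance within genotypes on 1 component. A genotype difference in lymphocytes stays open.

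The other lists fixed before the data were examined had medians between -0.11 and 0.28. The median log2 fold change was 0.06 for 11 milk proteins (adjusted p = 0.0478 from limma's camera; 0.0022 to 0.842 over the alternatives), -0.11 for 18 genes of involution (adjusted p = 0.904, limma's camera; 0.00268 to 0.957 over the alternatives), 0.28 for 12 adipocyte genes (adjusted p = 0.000523, limma's camera; 1.86e-06 to 0.801 over the alternatives) and 0.13 for 11 genes of the luminal epithelium (adjusted p = 0.0848, limma's camera; 0.00354 to 0.847 over the alternatives). The luminal list passed the threshold without WT 1 (adjusted p = 0.00354), WT 4 (0.0496) or hNAG-1 4 (0.0406, limma's camera). With single mice left out, the adipocyte list lost its call only without WT 1. Its median was then 0.05 (adjusted p = 0.199, limma's camera). The involution median was -0.16 both on slide 3 alone and with slide as a fixed block. Both settings make the same comparison, of hNAG-1 5 alone with WT 2 to 4, and the lowest adjusted p of this list came from it. The involution score of hNAG-1 5, -0.30, lay between the -0.37 of WT 2 and the 0.18 of WT 3. No involution effect can be drawn from 1 hNAG-1 mouse. The mean scores overlapped between genotypes in all 4 lists, and exact permutation tests gave two-sided p-values of 0.524, 0.532, 0.198 and 0.643. The milk protein and luminal medians became -0.09 and -0.02 without scaling, and the involution median became 0.11 with median scaling. Of single genes, 1 milk protein and 0 genes of the other 3 lists had an unadjusted p under 0.05 in limma, and 0 passed when adjusted over the list alone or over all probes. The largest rise and the largest fall of each list were those of Muc1 (0.61) and Glycam1 (-0.04), Pik3r1 (0.52) and Socs3 (-1.18), Retn (1.00) and Aqp7 (-0.12), and Cldn7 (0.33) and Prlr (-0.11).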
